A study of Mus musculus with 2756 samples.

How the data were processed

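Single cells of the embryonic mouse neocortex were profiled by RNA sequencing after labelling with FlashTag, a fluorescent dye that marks cells dividing at the ventricular surface at the time of injection. The dye was given at embryonic day 12, 13, 14 or 15 (E12 to E15), and labelled cells were collected 1, 24 or 96 h later. Per the labels, the brightest labelled cells were sorted and captured on a C1 HT integrated fluidic circuit, cDNA was made with SMART-Seq v4, libraries were made with Nextera XT, and sequencing was done on a HiSeq2500. The deposited table held whole read counts per gene and cell with no normalization, for 16441 genes and 2756 cells. The authors' processing notes named the mouse build GRCm38, TopHat2 2.0.13 and UMI-tools without stating the role of each, and they stated neither the counter, the gene annotation nor the filters on genes and cells. The counts were taken as reads, since the column totals matched the read number that the labels give for each cell, with a lowest ratio of 0.987.

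The labels gave each cell its injection day, its collection time, a cluster and, inside its title, a run code whose meaning was not stated. The 15 clusters of the authors were grouped by the first part of their names into apical progenitors (AP), basal progenitors (BP), neurons typical of 1 day (N1d) or 4 days (N4d) after labelling, interneurons (IN) and astrocytes (Astro). No label named an animal, a litter or a replicate, so counts were summed over cells and each of the 12 conditions (day by time) was treated as 1 sample, and cells were never treated as replicates. Because the labels name no separate animals, the p-values measure only the spread between these samples. The 6 run codes each held cells of 1 collection time. At 1 h, a code held E12 with E14 or E13 with E15. At 24 h and at 96 h, E12 and E13 shared a code and E14 and E15 shared another.

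The contrasts between collection times used lineage sums over AP, BP, N1d and N4d cells of each condition, fitted with collection time and injection day as a centred number (8 residual degrees of freedom). The day trends used class sums, over AP cells at 1 h, N1d cells at 24 h and N4d cells at 96 h, fitted with a level and a straight line on injection day for each class (6 residual degrees of freedom). From the second fit came a slope per class in log2 units per embryonic day, the mean of the 3 slopes (shared trend) and a test of the differences between slopes. Genes with at least 10 CPM (counts scaled to library size, per M counts) in at least 3 of the 12 sums were tested, which left 10210 and 10195 genes. Fits used the quasi-likelihood test of edgeR 4.0.16 with TMM scaling in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The common biological coefficient of variation was 44.1% and 46.3%. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

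For each collection time contrast and each class slope, the text names up to 12 genes in each direction with the largest change among those past the threshold, with a mean of at least 50 CPM over the sums compared and the same sign in a check fit. The check was the fit with run code as a block for slopes and every injection day alone for collection times. Predicted genes and ribosomal and mitochondrially encoded genes were passed over. Members of fixed gene lists were named as examples by smallest p, and Ezh2, Eed and Suz12 were also followed. A few genes that met the rule are not reported here. Lists of cell type markers, functions and quality signs were tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 135 tests. Members past the threshold were counted over all genes and adjusted over the list alone. Shares of cells per condition carry Clopper-Pearson intervals at 95% and were compared between times by two-sided exact permutation tests over 70 splits, adjusted over 12 tests. For a share of 0, the limit is given as 3 cells of the total. Intervals and limits cover counting error only. Correlations between slopes were tested by reordering the 4 days. Groupings, contrasts, lists, the rule for named genes and all but 1 of the alternatives were set before the data were examined.

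The fits were tested on simulated data with the depth and spread of these sums. Of 66 genes changed by 2 log2 units between times, 72.7% were recovered. Of 66 genes with a slope of 1 per day in AP, 50.0% were recovered, and of 67 with a slope of 0.5 per day, 7.46% were. For the shared trend, 81.8% of 66 slopes of 1 and 46.3% of 67 slopes of 0.5 were recovered. False calls were 2 of 61, 2 of 40 and 4 of 97 calls in these 3 simulations. The spread used in the simulation was first taken from a fit without the design terms and was replaced, after that output was seen, by the spread from the full fit.

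The alternatives were DESeq2 1.42.0 and its size factors within edgeR, no filter on low counts, a filter on detection in 10% of cells, equal weight for each cell, all cells of each condition, only cells with at least 100000 counts, run code as a block or as the sample, injection day as a 4-level block, only the main class of each time, early against late days, an estimated correlation and fry for the lists, and leaving out each condition in turn. Gene positions came from GENCODE vM21 on GRCm38, which may differ from the annotation the authors used, and 130 of 134 symbols looked up were found there exactly once.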

Results

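The data were read counts of 16441 genes in 2756 labelled cells of the embryonic mouse neocortex, which fell into 12 conditions of 4 injection days by 3 collection times. Each condition held 134 to 301 cells and 52.3 to 99.0 M counts. At 1 h the totals were 60.5 M for E12, 71.5 M for E13, 52.3 M for E14 and 89.0 M for E15. At 24 h they were 80.1, 89.6, 94.0 and 99.0 M counts in the same order of days, and at 96 h 86.5, 96.2, 75.5 and 73.6 M. A cell had a median of 328910 counts (13191 to 1312820) and of 4258 detected genes, and the highest mitochondrial share of a cell was 14.9%. The 10 most abundant genes took 6.83% of all counts. The class sums used for day trends held 120 to 213 cells and 40.4 to 80.0 M counts. Each day at each time was a single sample, so values for a single day have no replicate error.

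The first comparison asked how the make-up of the labelled population changed with time after labelling. Labelled cells were mostly AP at 1 h, N1d at 24 h and N4d at 96 h. The AP share was 88.3% ± 12.1 (SD, n = 4 injection days) at 1 h, 12.6% ± 6.60 at 24 h and 1.60% ± 0.294 at 96 h. N1d, the neurons of the first day, went from 1.73% ± 1.52 to 68.7% ± 7.26 and then to 1.95% ± 1.87. N4d took 68.7% ± 13.9 of cells at 96 h after 0.114% ± 0.228 at 24 h. BP, the intermediate progenitors that divide away from the ventricle, took 4.66% ± 4.62, 17.6% ± 10.7 and 1.60% ± 0.727. IN, which are known to enter the cortex from the ventral forebrain, took 1.04% ± 1.32 at 24 h and 19.5% ± 10.4 at 96 h. At 1 h, IN took 0, 0.483, 4.48 and 11.0% from E12 to E15, and N4d took 0.529, 0.483, 0 and 4.32%.

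Each of the changes in AP and N1d between successive times, and those in BP, N4d, IN and Astro from 24 h to 96 h, had an exact permutation p of 0.0286 (adjusted p 0.0429), the smallest that 4 against 4 conditions allow. The changes from 1 h to 24 h did not pass for BP (exact permutation p 0.0857, adjusted 0.114), N4d (0.143, adjusted 0.171), IN (0.343, adjusted 0.374) and Astro (1). Without any 1 of the 4 samples of 96 h, no change in any class passed after adjustment. The adjusted exact permutation p was then 0.0571 for AP from 1 h to 24 h, for N1d in both steps and for N4d, IN and Astro from 24 h to 96 h, and 0.0857 for AP and BP from 24 h to 96 h. The changes from 1 h to 24 h hold no sample of 96 h, so for AP and N1d the exact permutation p stayed 0.0286. Their adjusted p rose only through the other tests of the same adjustment. That loss therefore does not show that these changes depend on a sample of 96 h. Without any 1 of the samples of 24 h, Astro did not pass from 24 h to 96 h (adjusted p 0.405 to 0.495). From 1 h to 24 h, BP passed without E14 of 24 h (adjusted p 0.0429) and N4d without E14 of 1 h (0.0381). Every run code held cells of a single collection time, so times were not compared within a run.

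Injection days differed within a time. At 1 h the AP share was 70.8% in E15 (213 of 301 cells, interval 65.3 to 75.8) and 95.8% in E12 (181 of 189 cells, 91.8 to 98.2). The E15 sample at 1 h also held 32 BP, 33 IN, 10 N1d and 13 N4d cells. At 24 h the AP share was 5.22%, 9.87%, 14.6% and 20.7% from E12 to E15. Astro cells numbered 54 of 237 at 96 h in E15, a share of 22.8% (17.6 to 28.7), and 1 of 244, 2 of 267 and 7 of 254 in E12, E13 and E14. No Astro cell was seen at 1 h or 24 h, where the counts of cells allow shares of up to 0.997% to 2.24% at 1 h and 1.12% to 1.41% at 24 h. Sub-clusters of AP also went by day, with AP.early holding 172 of 189 cells at E12 and AP.late 124 of 301 cells at E15.

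**Figure D1:**
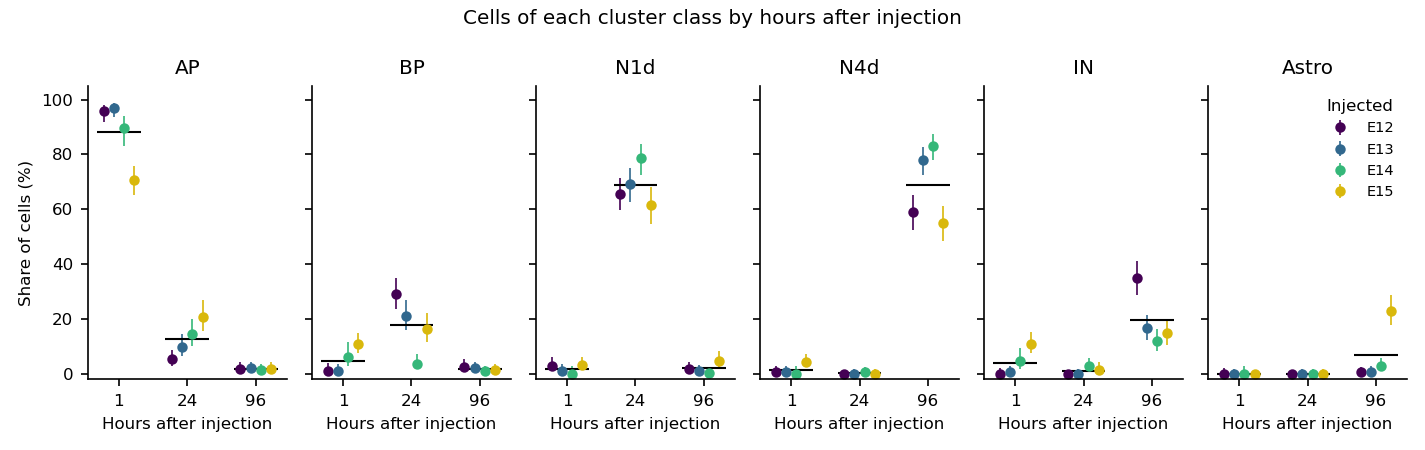
Share of cells (%) in each cluster class against hours after injection, with 1 point per injection day, its 95% Clopper-Pearson interval and a line at the mean of the 4 days. AP cells fell from 88.3% at 1 h to 1.60% at 96 h, and Astro cells reached 22.8% in the E15 sample at 96 h.

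The contrast of 24 h with 1 h asked which genes changed as the daughters of apical progenitors became young neurons. All 15 young neuron markers tested rose in the lineage sums (camera adjusted p 3.94e-28), and 12 of 16 apical progenitor markers fell (camera adjusted p 4.77e-11). Unc5d, a netrin receptor, went from 9.85 ± 14.0 CPM (mean ± SD, n = 4 days) to 255 ± 148 CPM, a log2 change of 5.45 ± 0.72 (SE). Cntn2, an axonal adhesion molecule, went from 11.1 ± 12.6 to 374 ± 149 CPM (5.29 ± 0.67). Neurod6, a transcription factor of excitatory cortical neurons on chromosome 6 (55677822 to 55681263, GRCm38, GENCODE vM21), went from 89.2 ± 57.7 to 1454 ± 326 CPM (4.06 ± 0.42). Sox2, a transcription factor of neural stem cells on chromosome 3 (34650405 to 34652461), fell from 168 ± 45.2 to 37.2 ± 9.31 CPM (-2.21 ± 0.42). Nes, the intermediate filament nestin, fell from 257 ± 53.4 to 67.1 ± 10.6 CPM (-1.96 ± 0.25).

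In edgeR, 1959 of 10210 genes changed (1167 higher and 792 lower at 24 h), 1249 of them by at least 2-fold. Among the other named genes that rose were the adhesion and guidance genes Chl1 (log2 change 5.17 ± 0.91), Clmp (5.17 ± 1.07), Sema6d (4.66 ± 0.61), L1cam (4.22 ± 0.79), Plxna4 (4.00 ± 0.88) and Nrp1 (3.97 ± 0.44), the neuronal transcription factor Myt1l (4.44 ± 0.96), the kinase Nuak1 (3.94 ± 0.41) and the somatostatin receptor Sstr2 (3.91 ± 0.52). Among those that fell, Hmga2 (-3.12 ± 0.96), a chromatin protein of early stem cells, stood at 218 ± 347 CPM at 1 h, with 738 CPM in E12. Also lower were Zfp36l1 (-2.45 ± 0.54), Plce1 (-2.39 ± 0.37), the spindle gene Aspm (-2.25 ± 0.35), Igfbp5 (-2.24 ± 0.46), Sox21 (-2.21 ± 0.33), Gas1 (-2.10 ± 0.50), Ttyh1 (-2.01 ± 0.32) and Pcdh19 (-1.96 ± 0.50).

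All 15 young neuron markers rose from 1 h to 24 h (camera adjusted p 3.94e-28 and adjusted p = 0.0429 with an estimated correlation). Among them were Neurod2 (3.74 ± 0.32), Dcx (3.33 ± 0.34) and Tubb3 (2.93 ± 0.26), and all 15 passed when adjusted over the list alone. Of the Cajal-Retzius markers, which belong to another type of neuron, only Reln (3.88 ± 1.03, adjusted p 0.0186) and Nhlh2 (4.32 ± 1.44, adjusted p 0.0508) could be tested, and the list did not pass (median 4.10, camera adjusted p 0.0673), nor did it from 24 h to 96 h (median -1.97, camera adjusted p 0.397). Of 16 apical progenitor markers 12 fell, 14 when adjusted over the list alone (camera adjusted p 4.77e-11, and adjusted p = 0.0429 with an estimated correlation). Among them were Notch1 (-1.78 ± 0.31) and Vim (-1.62 ± 0.22). Axon guidance genes rose in 15 of 30 cases, 15 up and 3 down when adjusted over the list alone (camera adjusted p 2.48e-08, and adjusted p = 0.0596 with an estimated correlation). Plxna2 (2.05 ± 0.23) was among them. Of 24 synapse genes 12 rose, 13 when adjusted over the list alone (camera adjusted p 3.91e-07, and adjusted p = 0.116 with an estimated correlation). Among them were Slc17a6 (3.60 ± 0.51), a vesicular glutamate transporter, and Cplx2 (2.39 ± 0.32). Of 26 ion channel and glutamate receptor genes 11 rose and 1 fell, 13 and 1 when adjusted over the list alone (camera adjusted p 5.02e-06, and adjusted p = 0.0938 with an estimated correlation). Among them were Kcnq3 (3.11 ± 0.38) and Gria2 (1.85 ± 0.21). Maturing neuron markers rose in 10 of 17 cases, 10 when adjusted over the list alone (camera adjusted p 1.11e-07, and adjusted p = 0.177 with an estimated correlation). Basal progenitor markers rose in 6 of 13 cases, 9 when adjusted over the list alone (camera adjusted p 0.000271, and adjusted p = 0.241 with an estimated correlation). The members of that list that rose included Elavl4 (1.38 ± 0.23) and Elavl2 (1.14 ± 0.19), RNA-binding proteins that neurons also express, while Eomes (1.18 ± 0.49, adjusted p 0.112) and Neurog2 (-0.45 ± 0.33, adjusted p 0.375) did not pass. The E15 sample at 1 h, with 10 N1d and 13 N4d cells, held the highest levels of Unc5d (30.6 CPM, against 0.102 to 4.41 in the other days) and Cntn2 (30.1 CPM, against 4.10 to 5.69).

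Lists of cell division and of Notch signalling, a pathway known to keep progenitors from differentiating, passed downward too. Unlike the apical progenitor markers, they did not pass with an estimated correlation. Of 26 G2 and M phase genes 13 fell, 17 when adjusted over the list alone (camera adjusted p 7.43e-10, and adjusted p = 0.121 with an estimated correlation). Among them were Cenpe (-1.70 ± 0.25) and Mki67 (-1.62 ± 0.28). Of 24 S phase genes 4 fell, 4 when adjusted over the list alone (camera adjusted p 0.0255, and adjusted p = 0.72 with an estimated correlation). Of 16 Notch pathway genes 5 fell, 6 when adjusted over the list alone (camera adjusted p 0.00847, and adjusted p = 0.0938 with an estimated correlation). Hes1 had a log2 change of -1.51 ± 0.32. Early progenitor genes fell in 6 of 13 cases, 7 when adjusted over the list alone (camera adjusted p 0.00143, and adjusted p = 0.121 with an estimated correlation). Glycolysis and hypoxia genes fell in 11 of 17 cases, 13 when adjusted over the list alone (camera adjusted p 3.06e-07, and adjusted p = 0.0596 with an estimated correlation). Gapdh had a log2 change of -1.07 ± 0.16. Ribosomal protein genes fell in 40 of 83 cases, 51 when adjusted over the list alone (camera adjusted p 5.59e-15, and adjusted p = 0.348 with an estimated correlation), by a median of -0.51. Upper-layer genes rose in 6 of 19 cases, 8 when adjusted over the list alone (camera adjusted p 4.15e-05, and adjusted p = 0.102 with an estimated correlation). Deep-layer genes rose in 5 of 14 cases with 1 lower, the same counts when adjusted over the list alone (camera adjusted p 0.0262, and adjusted p = 0.304 with an estimated correlation). Bcl11b (2.62 ± 0.35) and Tbr1 (2.34 ± 0.31), both of the deep-layer list, rose. Late and gliogenic progenitor genes moved both ways, with 3 of 26 higher and 10 lower, 3 and 12 when adjusted over the list alone (camera adjusted p 0.00476, downward, and adjusted p = 0.281 with an estimated correlation). Qk stood at -1.62 ± 0.18 and Nfib at 1.25 ± 0.20. With the 6 run codes as the samples in place of the 12 conditions, edgeR called 915 genes, and with only the main class of each time, N1d against AP, it called 3249. The sums of 24 h held AP and BP cells too (12.6% and 17.6% of all cells). The setting with only the main class left these out, and also the BP, N1d and N4d cells of 1 h. Under it the medians of most progenitor lists lay lower. For S phase genes the median was then -1.95 in place of -0.42, for G2 and M phase genes -2.99 in place of -1.20, for apical progenitor markers -2.97 in place of -1.32 and for late and gliogenic progenitor genes -2.11 in place of -0.76. For early progenitor genes it was -1.62 in place of -0.94, for glycolysis and hypoxia genes -1.41 in place of -0.91 and for Notch pathway genes -0.86 in place of -0.68. Across 22 alternatives, the median of the S phase genes lay between -1.95 and -0.06. Collection time and run could not be told apart, because no run held more than 1 time.

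The contrast of 96 h with 24 h asked which genes changed as young neurons matured. Of 17 maturing neuron markers 13 rose (camera adjusted p 7.17e-14, and adjusted p = 0.0938 with an estimated correlation), and 11 of 16 apical progenitor markers fell (camera adjusted p 1.65e-11). Camk2b, a calcium-dependent kinase of synapses on chromosome 11 (5969644 to 6066362), went from 1.45 ± 1.47 to 352 ± 131 CPM (mean ± SD, n = 4 days), a log2 change of 7.72 ± 1.35. Mef2c, an activity-regulated transcription factor on chromosome 13 (83504034 to 83667080), went from 13.6 ± 4.78 to 1333 ± 565 CPM (6.55 ± 0.61). Rnd2, a small GTPase of migrating neurons on chromosome 11 (101464999 to 101471853), fell from 541 ± 131 to 59.0 ± 37.4 CPM (-3.20 ± 0.43). Ube2c, which acts in mitotic exit, fell from 154 ± 100 to 13.3 ± 11.0 CPM (-3.64 ± 0.41).

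In edgeR, 2475 of 10210 genes changed (1195 higher and 1280 lower at 96 h), 1558 of them by at least 2-fold. The other named genes that rose were Fam19a2 (7.46 ± 1.31), Gucy1a3 (7.20 ± 1.05), the synaptic calsyntenin Clstn2 (6.57 ± 1.12), Ndrg1 (6.25 ± 1.36), Dnm3 (5.82 ± 0.63), the cadherin Cdh12 (5.78 ± 1.47), the dynein chain Dync1i1 (5.66 ± 0.87), Sla (5.60 ± 1.23), the synaptic adhesion gene Lrfn5 (5.19 ± 1.17) and Ptpro (5.01 ± 0.78). Those that fell were Gsta4 (-3.72 ± 0.45), Dusp14 (-3.53 ± 0.47), Slc30a10 (-3.47 ± 0.51), the kinetochore gene Spc25 (-3.46 ± 0.66), the planar polarity gene Celsr1 (-3.35 ± 0.38), Grb10 (-3.19 ± 0.21), Tmem176b (-3.16 ± 1.00), the mitotic genes Nusap1 (-3.06 ± 0.67) and Top2a (-3.05 ± 0.67), and Tead2 (-2.94 ± 0.35).

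Maturing neuron markers rose in 13 of 17 cases from 24 h to 96 h, 14 when adjusted over the list alone (camera adjusted p 7.17e-14, and adjusted p = 0.0938 with an estimated correlation). Syt1 had a log2 change of 4.86 ± 0.64 and Mapt at 3.92 ± 0.51. Of 26 ion channel and glutamate receptor genes 13 rose, 16 when adjusted over the list alone (camera adjusted p 1.1e-07, and adjusted p = 0.0938 with an estimated correlation). Among them were Grin2b (4.72 ± 0.97), Scn2a1 (4.20 ± 0.67) and Gria2 (1.77 ± 0.21). Of 24 synapse genes 14 rose and 1 fell, the same counts when adjusted over the list alone (camera adjusted p 5.41e-06, and adjusted p = 0.177 with an estimated correlation). Upper-layer genes rose in 11 of 19 cases with 1 lower, 12 and 1 when adjusted over the list alone (camera adjusted p 1.74e-06, and adjusted p = 0.0938 with an estimated correlation). Among them were Rorb (2.88 ± 0.58) and Cux1 (1.36 ± 0.22). The deep-layer list did not pass (camera adjusted p 0.189, and adjusted p = 0.496 with an estimated correlation), with 1 of 14 members higher and 4 lower, 1 and 5 when adjusted over the list alone, among them Fezf2 (-2.56 ± 0.53) and Bcl11b (-1.66 ± 0.34). The young neuron list did not pass either (camera adjusted p 0.351), with 5 of 15 members higher and 2 lower, 6 and 2 when adjusted over the list alone. Interneuron markers rose in 7 of 9 cases, 7 when adjusted over the list alone, by a median of 5.38 (camera adjusted p 0.000215, and adjusted p = 0.177 with an estimated correlation). Among them were Lhx6 (8.63 ± 2.28) and Gad1 (6.06 ± 1.28). IN cells were 19.5% ± 10.4 of the cells at 96 h and 1.04% ± 1.32 at 24 h, and they were left out of these sums.

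Of 16 apical progenitor markers 11 fell, 12 when adjusted over the list alone (camera adjusted p 1.65e-11, and adjusted p = 0.0429 with an estimated correlation). Vim had a log2 change of -2.40 ± 0.23. Of 13 basal progenitor markers 10 fell, 11 when adjusted over the list alone (camera adjusted p 2.24e-07, and adjusted p = 0.0938 with an estimated correlation). Neurog2 had a log2 change of -2.35 ± 0.35 and Eomes at -2.16 ± 0.50. G2 and M phase genes fell in 23 of 26 cases, 25 when adjusted over the list alone (camera adjusted p 1.16e-23, and adjusted p = 0.0596 with an estimated correlation). Cdca3 (-3.40 ± 0.34) was among them. S phase genes fell in 16 of 24 cases, 19 when adjusted over the list alone (camera adjusted p 1.16e-10, and adjusted p = 0.257 with an estimated correlation). Mcm2 (-3.11 ± 0.38) was among them. Notch pathway genes fell in 7 of 16 cases with 1 higher, 9 and 1 when adjusted over the list alone (camera adjusted p 0.000358, and adjusted p = 0.0596 with an estimated correlation). Among them were Mfng (-2.91 ± 0.36) and Hes1 (-2.35 ± 0.32). Early progenitor genes fell in 8 of 13 cases, 8 when adjusted over the list alone (camera adjusted p 6.8e-05, and adjusted p = 0.0814 with an estimated correlation). Of 17 glycolysis and hypoxia genes 10 fell and 1 rose, 11 and 1 when adjusted over the list alone (camera adjusted p 3.06e-07, and adjusted p = 0.0596 with an estimated correlation). Hk2 had a log2 change of -2.75 ± 0.26 and Pkm at -1.30 ± 0.12. Ribosomal protein genes fell in 36 of 83 cases with 1 higher, 48 and 1 when adjusted over the list alone (camera adjusted p 8.33e-09, and adjusted p = 0.49 with an estimated correlation). Mitochondrially encoded genes rose in 6 of 15 cases, 6 when adjusted over the list alone (camera adjusted p 2.61e-06, and adjusted p = 0.0938 with an estimated correlation). AP cells went from 12.6% to 1.60% of all cells between these times and BP cells from 17.6% to 1.60%, so the sums of 96 h held fewer progenitors. With only the main class of each time, N4d against N1d, the median of the apical progenitor markers was -0.93 in place of -1.41 and that of the S phase genes -0.74 in place of -1.62. The glycolysis and hypoxia genes lay at -0.34 in place of -0.88 and the Notch pathway genes at -0.76 in place of -1.17. Less change was seen in the early progenitor genes (-1.24, against -1.30), the ribosomal protein genes (-0.37, against -0.45) and the mitochondrially encoded genes (0.36, against 0.45). Under the same setting the G2 and M phase genes lay at -2.50 and the basal progenitor markers at -2.19, against -2.47 and -2.16. With all cells of each condition, which adds IN and Astro cells, the median of the apical progenitor markers was -0.48. With the run codes as the samples, edgeR called 1249 genes, and here too no run held cells of both times.

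The day trend in AP at 1 h asked how apical progenitors changed from E12 to E15. Late and gliogenic progenitor genes rose with day as a list (5 of 26, camera adjusted p 1.7e-16, and adjusted p = 0.0596 with an estimated correlation). S phase genes fell (5 of 21, camera adjusted p 2.58e-22, and adjusted p = 0.0741 with an estimated correlation). Zbtb20, a transcription factor of late progenitors on chromosome 16 (42875881 to 43642602), stood at 39.7, 198, 342 and 721 CPM from E12 to E15, a slope of 1.30 ± 0.17 log2 units per day (SE, n = 4 days). Fabp7, a fatty acid binding protein of radial glia on chromosome 10 (57784881 to 57788450), stood at 264, 695, 1101 and 2099 CPM (0.96 ± 0.11 per day). Lig1, the ligase that joins Okazaki fragments, on chromosome 7 (13277283 to 13311433), fell from 458 to 60.1 CPM (-0.98 ± 0.14 per day). Dnmt1, the maintenance DNA methyltransferase, on chromosome 9 (20907209 to 20959888), fell from 352 to 64.5 CPM (-0.81 ± 0.10 per day).

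In edgeR, 101 of 10195 genes had a slope in AP, 78 of them upward and 23 downward. The filter could be met in N1d and N4d sums alone, so genes nearly absent from AP were tested too. Some of the 101 had slopes too steep for well-covered genes, such as Nkd2 (-9.76 per day), Slc1a1 (-8.73) and Sparcl1 (7.67). These genes fell outside the rule for named genes, but they count in every same-sign share of AP genes given below. Among the other named genes that rose were Fam210b (1.19 ± 0.21 per day), Ddah1 (0.95 ± 0.19), Sncaip (0.95 ± 0.17), the retinoid carrier Rlbp1 (0.86 ± 0.13), Rtn1 (0.85 ± 0.09), the receptor phosphatase Ptprz1 (0.80 ± 0.13), Mmd2 (0.75 ± 0.13), Pea15a (0.75 ± 0.14), Limch1 (0.62 ± 0.11) and Gpm6b (0.62 ± 0.09). Those that fell were Lrrn1 (-1.17 ± 0.18, from 217 to 19.5 CPM), Hells (-0.78 ± 0.16), Slbp (-0.74 ± 0.15), the replicative helicase genes Mcm4 (-0.73 ± 0.15) and Mcm7 (-0.54 ± 0.11), Dut (-0.66 ± 0.12), Topbp1 (-0.65 ± 0.11), Orc6 (-0.64 ± 0.12), Casp8ap2 (-0.60 ± 0.09) and Tubb5 (-0.44 ± 0.09). The same model with run code as a block called 33 genes in AP, and all 101 genes kept their sign. Of the 24 genes named by the rule in AP, only Fabp7, Rlbp1, Rtn1, Mmd2 and Dnmt1 stayed past the threshold with the block, while Zbtb20 (1.24 per day, adjusted p 0.0561) and Lig1 (-0.99 per day, adjusted p 0.0969) did not, although their slopes stayed about as large, with 3 residual degrees of freedom. AP.early held 172, 8, 6 and 0 cells from E12 to E15 and AP.late 0, 15, 18 and 124, so the slope also compares sums of different sub-clusters. The count was 57 without the E12 sample of 1 h, 66 without that of E14 at 24 h, 62 without that of E12 at 96 h and 64 without that of E13 at 96 h.

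S phase genes fell in AP in 5 of 21 cases, 16 when adjusted over the list alone (camera adjusted p 2.58e-22, and adjusted p = 0.0741 with an estimated correlation). The G2 and M phase list did not pass in AP (camera adjusted p 0.395), and 0 of its 26 members did in edgeR, also when adjusted over the list alone. Late and gliogenic progenitor genes rose in 5 of 26 cases, 11 when adjusted over the list alone (camera adjusted p 1.7e-16, and adjusted p = 0.0596 with an estimated correlation). Astrocyte markers rose in 2 of 8 cases, 6 when adjusted over the list alone (camera adjusted p 2.6e-07, and adjusted p = 0.0429 with an estimated correlation). Apoe (1.73 ± 0.34) was among them. Apical progenitor markers rose in 2 of 16 cases, 5 when adjusted over the list alone (camera adjusted p 0.000358, and adjusted p = 0.13 with an estimated correlation). Extracellular matrix and adhesion genes rose in 4 of 21 cases, 5 up and 1 down when adjusted over the list alone (camera adjusted p 0.000573, and adjusted p = 0.0616 with an estimated correlation). Among them were Ncan (0.59 ± 0.12) and Ncam1 (0.55 ± 0.11). The early progenitor list passed downward (camera adjusted p 0.000435, and adjusted p = 0.0596 with an estimated correlation) with a median of -0.30 per day, although none of its 14 members passed, also when adjusted over the list alone.

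Maturing neuron markers also rose with day in AP, in 4 of 17 cases, 9 when adjusted over the list alone (camera adjusted p 5.41e-17, and adjusted p = 0.0429 with an estimated correlation). Mapt, which codes for the microtubule protein tau, had a slope of 1.49 ± 0.12 per day (1.78 to 37.3 CPM) and Gap43 of 0.91 ± 0.11. Young neuron markers rose in 3 of 15 cases, 6 when adjusted over the list alone (camera adjusted p 1.01e-07, and adjusted p = 0.0596 with an estimated correlation), namely Unc5d (2.01 ± 0.28), Cntn2 (0.65 ± 0.13) and Neurod6 (0.62 ± 0.09). Upper-layer genes rose in 1 of 19 cases, 8 up and 1 down when adjusted over the list alone (camera adjusted p 9.52e-08, and adjusted p = 0.0596 with an estimated correlation). Interneuron markers had a median slope of 2.26 (camera adjusted p 6.8e-05, and adjusted p = 0.0596 with an estimated correlation), with 0 of 9 past the threshold in edgeR and 7 when adjusted over the list alone. That median was 0.81 with equal weight for each cell, 1.59 without the E15 sample of 1 h and 2.91 with all cells of each condition. In the same E15 sample of 1 h, 33 IN, 10 N1d and 13 N4d cells stood beside the 213 AP cells, and in the E12 sample 0, 5 and 1 stood beside 181. The Polycomb repressive complex 2 list, which holds the H3K27 methyltransferase Ezh2 and its partners, passed downward in AP (camera adjusted p 0.000358, and adjusted p = 0.0596 with an estimated correlation). Of its 9 members 0 passed in edgeR and 1 fell when adjusted over the list alone. Suz12 had a slope of -0.48 ± 0.11 (adjusted p 0.069), Eed of -0.45 ± 0.15 (0.278) and Ezh2 of -0.27 ± 0.10 (0.323), and in N1d and N4d the slopes of Ezh2 were -0.04 and 0.08.

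**Figure D2:**
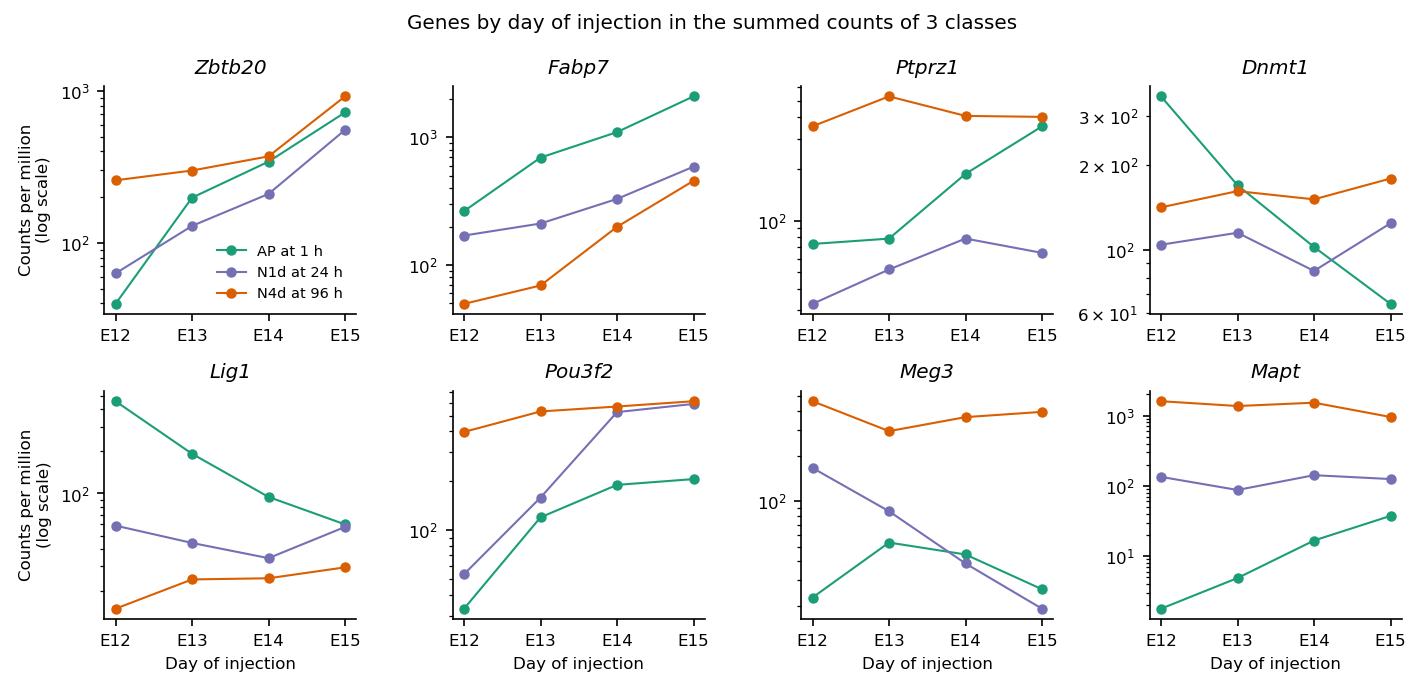
Counts per M (log scale) of 8 genes against injection day in the summed AP cells at 1 h, N1d cells at 24 h and N4d cells at 96 h, with 1 point per sum. Zbtb20 rose from 39.7 to 721 CPM in AP and from 63.0 to 553 CPM in N1d, and Dnmt1 fell from 352 to 64.5 CPM in AP.

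The day trend in N1d at 24 h asked how day-old neurons differed by day of birth. Transcription factors known from upper-layer neurons were among the genes that rose. Pou3f2, on chromosome 4 (22482780 to 22488366), stood at 53.7, 158, 525 and 588 CPM from E12 to E15 (1.24 ± 0.20 per day, n = 4 days), Pou3f3 had a slope of 0.90 ± 0.11 and Cux1 of 0.65 ± 0.11. Zbtb20 (1.01 ± 0.15) and Fabp7 (0.60 ± 0.10) rose as well, and so did Ptn, a secreted growth factor (1.17 ± 0.16). Meg3, a long noncoding RNA gene on chromosome 12 (109541001 to 109571726), fell from 167 to 19.3 CPM (-1.05 ± 0.17), and Gap43, a growth cone protein, from 332 to 84.8 CPM (-0.64 ± 0.11).

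In edgeR, 39 of 10195 genes had a slope in N1d, 21 upward and 18 downward. N1d.early held 169, 121, 18 and 2 cells from E12 to E15 and N1d.late 7, 33, 154 and 129, so these sums were made of different sub-clusters too. The other named genes that rose were Yam1 (1.10 ± 0.17), Lars2 (0.73 ± 0.10), Dhx9 (0.59 ± 0.10) and Trim2 (0.47 ± 0.09). Among those that fell were Cadm1 (-0.90 ± 0.17), Tfg (-0.69 ± 0.10), Rexo2 (-0.69 ± 0.12), the cell cycle inhibitor Cdkn1c (-0.68 ± 0.12), Drap1 (-0.63 ± 0.11), C1qbp (-0.61 ± 0.11), Cox5a (-0.53 ± 0.09), Ranbp1 (-0.52 ± 0.09) and Rala (-0.46 ± 0.08). Yam1 stood at 685 and 1069 CPM in E12 and E13, which shared a run code, and at 4969 and 4806 CPM in E14 and E15, which shared another. Upper-layer genes rose in 3 of 19 cases, 6 up and 2 down when adjusted over the list alone (camera adjusted p 0.000271, and adjusted p = 0.103 with an estimated correlation), but the list did not pass with run code as a block (adjusted p 0.638). The deep-layer list did not pass (camera adjusted p 0.133), and 0 of its 14 members passed in edgeR, with 0 also when adjusted over the list alone. Late and gliogenic progenitor genes rose in 2 of 26 cases, 5 up and 1 down when adjusted over the list alone (camera adjusted p 0.000102, and adjusted p = 0.243 with an estimated correlation). Their median of 0.20 became -0.23 without the E15 sample of 24 h. Maturing neuron markers had a median of -0.50 (camera adjusted p 0.000873, and adjusted p = 0.121 with an estimated correlation), with 1 of 17 lower and, adjusted over the list alone, 1 up and 4 down. That median lay between -0.77 and -0.12 across 21 alternatives, which include early against late days, a difference and not a slope per day. Lipid and cholesterol synthesis genes had a median of -0.28 (camera adjusted p 6.31e-06, and adjusted p = 0.281 with an estimated correlation), with 0 of 24 past the threshold and 2 down when adjusted over the list alone. Their median was 0.00 without the E15 sample of 24 h. A list of markers of another cell type passed in these sums as well with the preset correlation, but not with an estimated one. Interneuron markers had a median of 0.97 (camera adjusted p 0.00623, and adjusted p = 0.102 with an estimated correlation), with 0 of 9 past the threshold, also when adjusted over the list alone, while IN cells, which were left out, numbered 0, 0, 6 and 3 at 24 h from E12 to E15. S phase genes had a median of -0.27 (camera adjusted p 0.00403, and adjusted p = 0.49 with an estimated correlation) and G2 and M phase genes of -0.28 (camera adjusted p 0.00188, and adjusted p = 0.414 with an estimated correlation), with 0 of 21 and 0 of 26 members past the threshold. None of these 3 lists passed with run code as a block (adjusted p 0.63, 0.203 and 0.542), where camera turned downward for the interneuron markers (median 0.23) and upward for the S phase genes (median 0.26). The median of the G2 and M phase genes was -0.15 with the block and 0.24 without the E12 sample of 24 h. With run code as a block, edgeR called 0 genes in N1d (463 at an unadjusted p under 0.05, against 1309 without the block, where DESeq2 called 386), and all 39 genes kept their sign. Chance alone gives such a p to a share of about 0.05 of the 10195 genes tested, which 463 does not exceed. Among the named genes, slopes with the block were 0.30 for Yam1, 0.45 for Ptn, 0.27 for Cux1, -0.24 for C1qbp, -0.23 for Rala and -0.40 for Drap1, each smaller by more than 1.5 times than without it. Those of Zbtb20 (1.22), Meg3 (-0.98), Fabp7 (0.58), Gap43 (-0.74) and Pou3f3 (0.80) stayed about as large, and that of Pou3f2 was 0.86. Leaving out 1 sample gave 6 genes without E14 at 1 h, 11 without E15 at 1 h, 3 without E12, 3 without E13, 3 without E14 and 5 without E15 at 24 h. It gave 13 without E12, 15 without E13, 8 without E14 and 0 without E15 at 96 h (1290 at an unadjusted p under 0.05 in the last).

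The day trend in N4d at 96 h asked the same of 4-day-old neurons. Only 5 genes passed in edgeR. Fabp7 stood at 49.4, 68.9, 199 and 457 CPM from E12 to E15 (1.11 ± 0.11 per day, n = 4 days, edgeR adjusted p 0.00307). Apical progenitor markers rose in 2 of 16 cases, 10 up and 1 down when adjusted over the list alone (camera adjusted p 4.95e-22, and adjusted p = 0.0429 with an estimated correlation). Late and gliogenic progenitor genes rose in 1 of 26 cases, 11 up and 1 down when adjusted over the list alone (camera adjusted p 3.2e-16, and adjusted p = 0.0596 with an estimated correlation).

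In edgeR, 5 of 10195 genes had a slope in N4d, 3 upward and 2 downward, and 803 had an unadjusted p under 0.05. From E12 to E15 the sub-clusters held 21, 9, 0 and 0 (N4d.early1), 76, 145, 47 and 54 (N4d.early2), 4, 1, 135 and 6 (N4d.late1) and 43, 53, 29 and 70 cells (N4d.late2). Besides Fabp7, they were Aldoc, the aldolase of astrocytes and radial glia (1.89 ± 0.24 per day, 1.33 to 121 CPM), Rbm20 (upward, with no counts in E12 and E13 and 1.43 CPM in E15), Ttc39b (-2.21, 9.92 to 0.123 CPM) and Rbms2 (-1.73, 10.6 to 0.345 CPM). These 4 fell outside the rule for named genes and were chosen after their values were seen. Astrocyte markers passed upward as a list (camera adjusted p 2.61e-06, and adjusted p = 0.0596 with an estimated correlation), with 0 of 8 past the threshold and 2 when adjusted over the list alone, but they did not pass with run code as a block (adjusted p 0.0846). Astro cells made up 22.8% of the E15 sample at 96 h and 0.410% of that of E12, and they were left out of these sums. The deep-layer list passed downward (camera adjusted p 2.6e-07, and adjusted p = 0.0625 with an estimated correlation), with 0 of 14 members past the threshold and 4 down when adjusted over the list alone. These 4 were Fezf2 (-1.67 ± 0.27), Tle4 (-0.88 ± 0.18), Bcl11b (-0.75 ± 0.19) and Sox5 (-0.59 ± 0.13). The upper-layer list had a median of 0.10 (camera adjusted p 0.043, and adjusted p = 0.327 with an estimated correlation), which became -0.18 with run code as a block (adjusted p 0.187). S phase genes had a median of 0.20 (camera adjusted p 6.54e-06, and adjusted p = 0.309 with an estimated correlation), with 0 of 21 past the threshold and 2 up when adjusted over the list alone. It was 0.14 without the E15 sample of 96 h and 0.84 with run code as a block, and late days differed from early days by 0.05. G2 and M phase genes had a median of 0.29 (camera adjusted p 0.00847, and adjusted p = 0.49 with an estimated correlation), with 0 of 26 past the threshold, also when adjusted over the list alone. It was 0.75 with the block (adjusted p 1.18e-05) and -0.11 without the E15 sample of 96 h. With run code as a block, edgeR called 1 gene in N4d, and none of the 5 was among the calls, although all 5 kept their sign. Leaving out 1 sample gave 8 genes without E13, 8 without E14 and 10 without E15 at 24 h, and 10 without E13, 9 without E14 and 2 without E15 at 96 h.

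**Figure D3:**
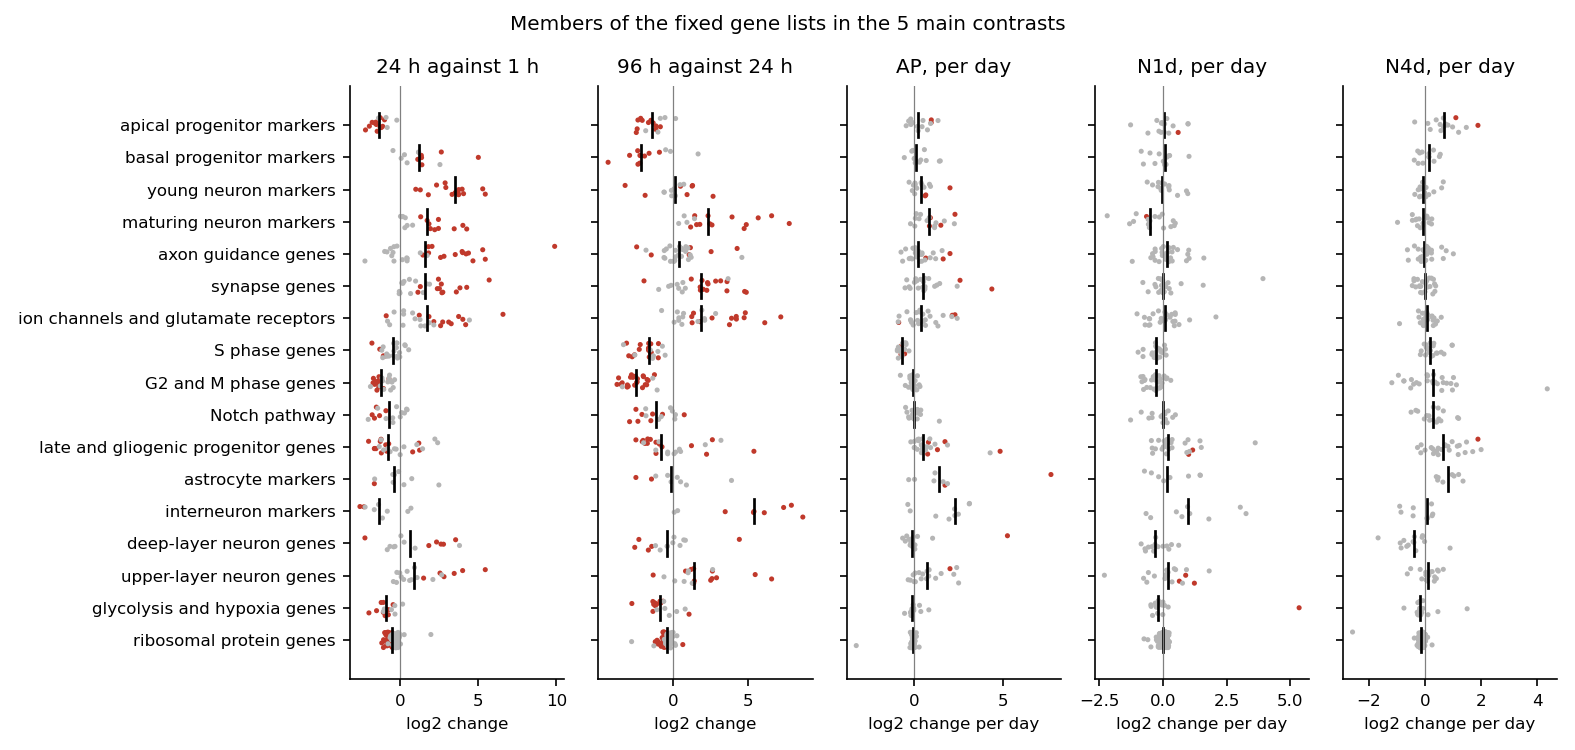
Log2 change of each member of 17 fixed gene lists in the 5 contrasts, with 1 point per gene, red where edgeR called it, and a black line at the list's median. Young neuron markers lay at a median of 3.53 from 1 h to 24 h, and S phase genes at a median of -0.69 per day in AP.

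The 3 classes were then compared, to ask whether genes that follow day of birth in progenitors also follow it in their neuronal daughters. Fabp7 and Zbtb20 rose with day across the classes, with shared slopes of 0.89 ± 0.06 and 0.97 ± 0.09 per day. Both were called in AP and in N1d. In N4d only Fabp7 was called, and Zbtb20 had a slope of 0.59 there. Other genes had slopes in AP that differed from those in the daughters. Dnmt1 had slopes of -0.81, 0.04 and 0.09 in AP, N1d and N4d (edgeR adjusted p 0.0399 for the difference), Lig1 of -0.98, -0.04 and 0.29 (adjusted p 0.0431) and Mapt of 1.49, 0.03 and -0.20 (adjusted p 0.00317).

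In edgeR, 103 of 10195 genes had a shared slope, 74 upward and 29 downward, and 22 genes had slopes that differed between the classes. The shared slope is a mean over the classes, so a steep slope in a single class can pass. The 103 are therefore not a count of genes that moved the same way in every class. With run code as a block, 0 genes had a shared slope (557 at an unadjusted p under 0.05, against 1559 without the block, where DESeq2 called 584), although all 103 kept their sign. The 557 lie close to the share of 0.05 of 10195 genes that chance alone gives. The shared count was 56 without E12 at 1 h, 46 without E12 at 24 h, 18 without E15 at 24 h, 29 without E12 at 96 h and 27 without E15 at 96 h. The count of differing slopes was 14 without E14 at 1 h and 0 with run code as a block (569 at an unadjusted p under 0.05, against 996 without the block), a fit chosen after the data were seen. Genes called in both AP and N1d numbered 5, with 0.386 expected by chance (Fisher's exact p 3.81e-05 across genes, which are not independent replicates). Fabp7, Zbtb20 and Trim2 rose in both, while Cck and Gap43 rose in AP and fell in N1d. Of the 101 genes with a slope in AP, 61 (60.4%) had the same sign in N1d and 49 (48.5%) in N4d. Neither count passed the permutation over 24 orders of the days (one-sided p 0.292 and 0.708). The count in N1d was 33 of 57 genes without E12 at 1 h and 37 of 66 without E14 at 24 h.

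Across 10195 genes, the slopes of AP and N1d had Pearson's r 0.149 and Spearman's rho 0.143 (one-sided permutation p 0.0833 and 0.0417). For AP and N4d, r was 0.0601 and rho 0.0677 (permutation p 0.125 and 0.0833), and for N1d and N4d they were 0.0862 and 0.118 (permutation p 0.125 and 0.0833). The smallest p that 24 orders allow is 0.0417, and the adjusted p of the 3 values of r was 0.125. With run code as a block, r of AP and N4d was -0.00656, and without the E15 sample of 24 h, r of N1d and N4d was -0.0174.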

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

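No test in this part was chosen after its result was seen, except the fit of differing slopes with run code as a block, but the rule that decides the test on IN cells was changed after its result was seen, and the patterns that were weighed had been noticed in the same data. Within each collection time, the 4 injection days of each cluster share and of each named gene were examined for a sample that lay far from the other 3 by Dixon's criterion (0.829). Of 123 groups 16 had such a sample, where chance gives about 5%.

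The E15 sample stood apart at 1 h for several neuronal measures. N4d cells took 4.32% of it, against 0 to 0.529% in the other days. Its lineage sum held 30.6 CPM of Unc5d (0.102 to 4.41 in the others), 30.1 CPM of Cntn2 (4.10 to 5.69), 20.8 CPM of Clmp (0.145 to 1.81), 20.5 CPM of Sema6d (3.23 to 4.81), 75.6 CPM of Myt1l (0.291 to 12.8) and 71.5 CPM of Nuak1 (17.7 to 24.7). At 1 h the E12 sample stood apart for Hmga2, at 738 CPM against 26.0 to 76.0 CPM, and for Sox2, at 235 CPM against 137 to 152 CPM.

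At 24 h, N4d cells took 0.457% of the E14 sample and were absent from the other days. That share was 1 of 219 cells (interval 0.0116 to 2.52%), and the criterion is always met where the other 3 values are 0, so it does not set E14 apart. Sox21 stood at 50.9 CPM in E15 (17.8 to 20.3 in the others) and Gsta4 at 144 CPM in E12 (77.6 to 83.1). At 96 h, Astro cells took 22.8% of the E15 sample, against 0.410% to 2.76%. Camk2b stood at 547 CPM in E14 (268 to 311 in the others), Mef2c at 2173 CPM in E14 (942 to 1121) and Nusap1 at 1.45 CPM in E12 (13.2 to 14.7).

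The day trend differed between AP, N1d and N4d for 22 genes in edgeR. Among them, Gap43 had slopes of 0.91, -0.64 and -0.05 per day (adjusted p 0.00394) and Rtn1 of 0.85, -0.14 and -0.06 (adjusted p 0.0157). Dnmt1 and Lig1, whose slopes were below 0 in AP and near 0 in N1d, had adjusted p 0.0399 and 0.0431. Of 100 drawn orders of the days, 2 gave as many as 22, the real one included, and the highest other gave 23. Chance cannot be excluded by this test, because the draws reordered AP too and the count followed the trend in AP. The 15 other draws that kept or mirrored the order of AP gave 5 to 23 genes and the 84 that changed it 0 to 13. No gene passed for this difference with run code as a block (0, with 569 at an unadjusted p under 0.05).

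Neuronal genes rose with day in the AP sums at 1 h, where the E15 sample held more neurons than the E12 sample. The 5% of E15 AP cells richest in the rising neuronal genes held 18.1% of their counts (interval 13.1 to 23.4). This was below the 25% set against capture of AP cells together with a neuron. In E12 AP cells the richest 5% held 45.3% (31.6 to 56.4). Capture of a few cells is therefore argued against as the source of most of these counts in E15. Capture in more cells, or as part of the gain, stays open, because counts that AP cells made themselves were not set apart. Free RNA of neurons stays open. Of the 30 most abundant neuron genes 4 gained less than 0.25 of the median gain (bootstrap interval 2.98 to 8.00), where at most 3 was set for a single source and at least 10 against it. A change in the progenitors with embryonic day, which the design names, stays open as well and was not tested apart from free RNA.

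Lists of apical progenitor and glial genes rose with day in the N4d sums at 96 h, where Astro cells rose as well. With an estimated correlation only the apical progenitor markers passed, and the astrocyte markers did not pass with run code as a block. The counts of the rising genes were not concentrated in few E15 N4d cells, since the richest 5% held 17.5% of them (10.5 to 21.9). In E12 N4d cells the richest 5% held 31.2% (15.8 to 47.4). Capture of a few cells together with a progenitor or astrocyte is therefore argued against as the source of most of these counts in E15. Capture in more cells, or as part of the gain, stays open. N4d cells express some of these genes themselves, with Zbtb20 at 252 CPM in E12. Free RNA of progenitors and astrocytes in the whole library stays open, because the IN cells of the same libraries gained a median of 0.792 of what N4d cells gained (0.346 to 1.11). A difference between neurons by day of birth stays open and could not be told apart from free RNA.

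Genes with a slope in AP had the same sign in N1d in 60.4% of cases and in N4d in 48.5%, so the pattern itself did not exceed other orders of the days. A difference between runs stays open, since within the 2 run codes of 24 h the share in N1d was 56.4% (46.2 to 66.3), an interval that spans the 60% set for it. A factor shared by all cells of a 96 h library stays open, because 48.5% in N4d left no agreement for it to explain, so that the 44.6% of genes with the same sign in IN cells (34.7 to 54.8) could not decide. As first written, with at most 55% set against it, that test would have counted against the factor, and the condition that N4d must itself agree in more than 50% of cases was set after these values were seen. Day of birth stays open as untested.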

How the results depend on the processing

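The fit of differing slopes with run code as a block was added after the data were seen, and no other alternative was. With injection day as a 4-level block, which compares times within each day, the counts of the time contrasts were 1690 and 2160. The change from 1 h to 24 h (1959 genes) stayed within 1.5 times its count in 8 of 10 alternatives and without each sample (1418 to 1988 genes), and that from 24 h to 96 h (2475 genes) in 9 of 10 and without each sample (1694 to 2580). With run codes as samples the counts were 915 and 1249, with fewer samples. With only the main class of each time, the first was 3249. Of 35 splits of the 8 samples, only the real one gave as many genes in either contrast (highest other 1 and 0), so chance can be excluded for both.

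The day trends depended on the processing more than the time contrasts did. With DESeq2, the counts were 343 in AP, 386 in N1d, 166 in N4d, 584 shared and 286 differing. All genes called by edgeR in AP (101), N1d (39), N4d (5) and for the shared slope (103) were among those of DESeq2. Without a filter on low counts, they were 48, 0 (1899 at an unadjusted p under 0.05), 2, 44 and 9, with 16441 genes tested. With all cells of each condition, they were 220, 0 (1193 at an unadjusted p under 0.05), 81, 355 and 53, sums that hold other cell classes too. With equal weight for each cell, N1d had 85 and the shared slope 168. With run code as a block, AP had 33, N1d 0 (463 at an unadjusted p under 0.05), N4d 1, the shared slope 0 (557 at an unadjusted p under 0.05) and the differing slopes 0 (569 at an unadjusted p under 0.05), with 3 residual degrees of freedom. The counts of 463, 557 and 569 lie near the share of 0.05 of 10195 genes that chance alone gives. Early against late days gave 37 in AP, 0 in N4d (880 at an unadjusted p under 0.05) and 34 shared. Leaving out each sample gave 57 to 122 in AP, 0 to 58 in N1d, 2 to 10 in N4d, 18 to 140 shared and 14 to 32 differing. Where no cause is named, the cause was not tested.

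The 12 orders of 4 days are too few for a share under 0.05. The real order gave 101 genes in AP (highest other 44), 39 in N1d (highest other 2) and 5 in N4d (highest other 5, with 2 of 12 orders as large, the real one included, and the other exchanged E14 and E15, which share a run code). For the shared slope, 1 of 100 drawn orders gave 103 genes, the real one, and the highest other gave 24. Chance can therefore be excluded for a trend in the mean of the class slopes. That test does not separate a trend common to the classes from a trend in some of them. It does not separate day from run either, and the blocked count was 0.

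The correlation of AP and N1d slopes kept its sign in all alternatives (0.0764 to 0.170 without each sample). That of AP and N4d was -0.00656 with run code as a block and 0.0323 to 0.0630 without each sample. That of N1d and N4d was 0.190 with all cells and -0.0174 to 0.136 without each sample, with E15 of 24 h left out for the lowest. AP genes with the same sign in N1d numbered 29 of 48 with no filter, 148 of 220 with all cells and 33 to 78 without each sample. The difference in AP share was -81.6 to -72.8 points from 1 h to 24 h and -13.4 to -8.31 points from 24 h to 96 h. Of 135 list tests 70 passed with the preset correlation, 6 with an estimated one, 57 with directional fry and 88 with mixed fry, and of the day trends 38 and, blocked by run, 31, with 25 in common (24 in the same direction), 13 lost and 6 gained. For the 95 named results, 1594 of 2043 values kept direction and threshold, 449 lost the threshold and 0 reversed. Genes were named only if they kept their sign with run code as a block (slopes) or on every injection day (collection times). The 0 reversed is therefore partly fixed by that choice. Scaling moved the median of all genes by less than 0.1. In simulations with the depth, spread and number of samples of these sums, slopes of 0.25 per day in AP were found in 0 of 67 cases.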

Other observations

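No test in this part was chosen after its result was seen. Several fixed lists that the comparisons above do not describe gave results of their own. In AP at 1 h, synapse genes rose with day in 2 of 24 cases, 5 when adjusted over the list alone (camera adjusted p 1.98e-06, and adjusted p = 0.122 with an estimated correlation). Axon guidance genes rose in 3 of 30 cases, 4 when adjusted over the list alone (camera adjusted p 0.000279, and adjusted p = 0.103 with an estimated correlation), with L1cam at 1.62 ± 0.31. Cajal-Retzius markers had a median slope of -1.38 in AP and passed downward with run code as a block (camera adjusted p 0.0241), but not with an estimated correlation. None of them was among the 101 genes called in AP. That median lay between -2.91 and -0.25 across 21 alternatives, early against late days included. The sign of the Cajal-Retzius median was opposite to that of the young (0.39) and maturing (0.85) neuron markers in AP. In N4d at 96 h, Notch pathway genes had a median slope of 0.30 (camera adjusted p 0.00525, and adjusted p = 0.0938 with an estimated correlation), with 0 of 16 past the threshold in edgeR, also when adjusted over the list alone. With run code as a block the Notch list did not pass in N4d (adjusted p 0.303). Its median lay between 0.15 and 0.63 across 21 alternatives, which include early against late days, a difference and not a slope per day.

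Lists of quality signs were followed too. Ribosomal protein genes had a median slope of -0.13 per day in N4d (camera adjusted p 3.62e-09, and adjusted p = 0.496 with an estimated correlation), which became 0.29 with run code as a block and passed in that opposite direction (adjusted p 1.94e-14). They also passed downward in AP (median -0.06, camera adjusted p 0.0042, and adjusted p = 0.766 with an estimated correlation), where the block gave -0.10 (adjusted p 1.43e-06). In N1d they did not pass (median 0.02, camera adjusted p 0.653) but passed downward with the block (median -0.14, adjusted p 0.000123). Stress and immediate early genes did not pass between times (camera adjusted p 0.621 and 0.619). With day they passed downward in N4d, with a median of -0.20 (camera adjusted p 0.0124, and adjusted p = 0.367 with an estimated correlation), but not with run code as a block (adjusted p 0.645). In N1d they did not pass (camera adjusted p 0.512), but they passed upward with the block (median 0.48, adjusted p 0.00108). Glycolysis and hypoxia genes passed downward with day in N1d (median -0.19, camera adjusted p 0.0461) and in N4d (median -0.17, camera adjusted p 0.0121), and in neither class with an estimated correlation (adjusted p = 0.367 and 0.241) or with the block (adjusted p 0.227 and 0.666). Across 21 alternatives, early against late days included, their median lay between -0.26 and -0.03 in N1d. In N4d it lay between -0.42 and -0.03. The table of 16441 genes held 0 of 8 red blood cell markers, 3 of 10 microglia markers and 4 of 13 endothelial and mural markers, so these cell types were hardly followed here.

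A hypothesis tested was that day of injection acts on basal progenitors at 24 h as it does on apical progenitors at 1 h. Of the 101 genes with a slope in AP, 57.4% (47.2 to 67.2) had the same sign in BP sums at 24 h, and 5 of 24 orders of the days gave as many (highest other 66.3%). With 78, 47, 8 and 35 BP cells from E12 to E15, the test did not decide whether BP cells follow the same trend.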
